A study of Bos taurus with 30 samples. Its data were reported in "Effect of enhanced early life nutrition on the molecular regulation of anterior pituitary function in Holstein Friesian bull calves" (2025).

How the data were processed

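Anterior pituitary tissue came from 30 Holstein-Friesian bull calves on a high (HI, 15 calves) or a moderate (MOD, 15 calves) plane of nutrition. Each calf gave 1 poly(A) RNA library, prepared with a stranded kit and sequenced as paired reads. The authors trimmed adapters with Cutadapt, aligned reads to the bovine genome build ARS-UCD1.2 with STAR, and took the read number of each gene from STAR. Tests of HI against MOD were run by the authors in edgeR.

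The deposited table holds 27607 Ensembl gene identifiers and 1 column for each of the 30 libraries. Its values are a normalised signal that the authors made from gene read counts, namely read counts scaled to an effective library size (normalised CPM). Within each library, 100% of the 556895 nonzero values over all libraries lay within 0.01 of a whole multiple of a fixed step. The largest distance from a whole read was 0.000756. Whole reads were therefore recovered by dividing each column by its step. The column totals implied a scaling factor for each library, with a geometric mean of 1. These factors differed by at most 5.74e-11 from the trimmed mean of M values (TMM) factors that edgeR gave for the recovered reads of all genes. The table had not been filtered on low values, since 5141 of its genes had no read in any library. No row lacked a gene identifier and no column was left without a sample.

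The design had been fixed before the data were examined, and it assumed raw counts and edgeR's quasi-likelihood test. It named that test without a choice on robust dispersions, and the version without them is listed below among later choices. Because the deposited unit was a normalised signal, the principal test was instead run on a log scale. Values were transformed as log2(value + 1) and tested with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) in R 4.3.3. Fold changes are on that log2(value + pseudocount) scale, which understates the change of genes with low values. Genes with a value over 1 in at least 15 libraries were tested. All 30 libraries entered the fit with no covariate. The authors had blocked the calves on age, bodyweight, sire and farm before diets were assigned. No sample was labelled with its block, so the fits, permutations and random splits did not account for it. Adjusted p-values follow Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p under 0.1 and a fold change over 1.5. All tests were two-sided.

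The recovered reads were tested with edgeR 4.0.16 (quasi-likelihood, likelihood-ratio and exact tests), DESeq2 1.42.0 (Wald test) and limma-voom. The principal setting and the edgeR quasi-likelihood test each called 0 genes, with 933 and 1297 genes at an unadjusted p under 0.05. The likelihood-ratio, exact and Wald tests called 26 each. Other alternatives changed the scaling, the filter on low values, the pseudocount, the threshold or the weights, added the title series or the first surrogate variable of sva 3.50.0 as a covariate, or left out each library in turn. The title series is made of the digits at positions 2 and 3 of the number in each sample title, whose meaning is not stated. Series 19 held 2 HI and 5 MOD libraries, series 29 held 2 and 1, series 37 held 3 and 1, and series 78 held 8 and 8. The other pseudocounts for the tests of genes (0.1 and 0.5), the quasi-likelihood test without robust dispersions, robust priors, array and sample weights, count tests with HI replicate 3 left out, the series 78 libraries alone (with or without HI replicate 2 or 3), and correlations with a library left out were chosen after seeing the data.

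The share of variance between groups is the part of the squared deviation of log2 values over all genes tested that lies between HI and MOD, tested with 100000 permutations of the labels. Correlations between genes across calves used residuals from the group means, with 100000 permutations within groups (20000 where a library was left out). They were computed in Python 3.11.15 with NumPy 2.4.6.

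The text names genes by a rule set before the data were examined, namely *PCSK1*, *SERPINA1* and *CARTPT*, 7 further genes that the study discusses, and the top genes of any call. Genes outside that rule were chosen after their values were seen. Gene symbols come from the study, which pairs 35 identifiers on its list of 37 genes with symbols. A RefSeq gene table (assembly ARS-UCD2.0) matched 0 of the Ensembl identifiers, so other genes are given by identifier. The planned list of 9 pituitary hormone and receptor genes, the 21 planned gene sets and the correlation of *PCSK1* with *CGA* were for that reason not analysed here.

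Replicates were numbered in accession order, and the numbers pair no calves. To look for a library present more than once, pairs of libraries within each group were compared by chi-square over genes with at least 20 reads in the pair. The procedures were tested on simulated data. Reads drawn for 14290 genes with 200 genes changed 2-fold gave 182 calls in limma, of which 175 were changed genes and 7 were not. The quasi-likelihood test recovered 185 of the 200 genes, and the likelihood-ratio test 188, with 11 and 19 wrong calls. The step recovered all 828210 values of a table rewritten with rounded digits.

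Totals of recovered reads ranged from 14.7 to 26.9 M (mega) reads per library. Reads without molecular identifiers are not independent molecules, and the spread between calves, not counting error, sets the precision of the comparisons below.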

Results

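Gene expression was measured by mRNA sequencing in the anterior pituitary of 30 bull calves, 15 fed a high (HI) and 15 fed a moderate (MOD) plane of nutrition. HI calves were offered 1.5 kg of milk replacer in 10 litres per day with free access to concentrate. MOD calves were offered 0.5 kg of milk replacer in 4 litres and 0.5 kg of concentrate per day. The diets ran from 2 weeks of age until tissue was collected at 12 weeks. Values are read counts scaled to an effective library size (normalised CPM), as scaled by the authors. The recovered totals were 21.6 ± 2.01 M (mega) reads in HI (SD, n = 15) and 21.3 ± 3.47 M in MOD (SD, n = 15). The lowest total was 14.7 M reads, in MOD replicate 15, and the highest was 26.9 M reads, in MOD replicate 3.

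The libraries were first compared with one another over the 14290 genes tested. In 29 of the libraries, the mean Pearson correlation with all others lay between 0.953 and 0.973. In HI replicate 3 it was 0.782. The scaling factor of that library was 0.510, against 0.894 to 1.15 in the others. It had a read for 16940 genes, against 18317 to 18975 genes in the others, although its total of 23956416 reads was within their range. HI replicate 3 held 45.5% of the squared deviation of all libraries from their mean, and the next highest share in a library was 3.92%. No pair of libraries within a group differed by as little as sampling noise. The lowest chi-square per degree of freedom was 13.8, between MOD replicates 4 and 10.

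**Figure D1:**
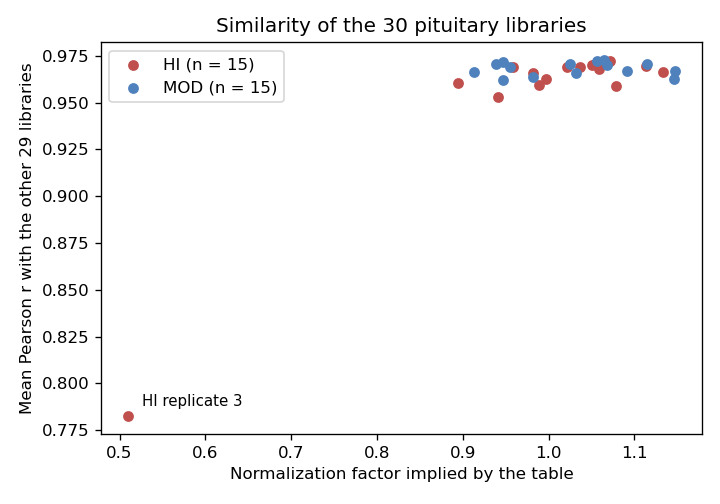
Each point is a library, with the scaling factor implied by the deposited table on the x axis (no unit) and its mean Pearson correlation with the other 29 libraries on the y axis. HI replicate 3 sits at a factor of 0.510 and a correlation of 0.782, apart from the other HI and MOD libraries.

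Across calves, 2 highly abundant genes, given by identifier as ENSBTAG00000017220 and ENSBTAG00000015274 and chosen after their values were seen, together took from 14.2% to 32.0% of reads in a library, with a median of 20.6%. Neither differed between diets (limma, Benjamini-Hochberg adjusted p of 0.992 and 0.895). The first took 24.4% of reads in HI replicate 3, from 7.30% to 15.2% in the other HI libraries and from 8.95% to 15.1% in MOD. As scaled by the authors it was at 478285 normalised CPM in HI replicate 3. Its mean over the other 14 HI libraries was 98368 ± 25215 (SD, n = 14), against 109675 ± 23700 in MOD (SD, n = 15).

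Whether diet separated the libraries as a whole was asked from the share of variance between groups. Diet accounted for 3.70% of the variance of log2 values over all genes tested (permutation test, p = 0.323). The share that 1 of 29 degrees of freedom gives by chance is 3.45%. Without HI replicate 3, the alternative that moved the share most, it was 4.87% (permutation test, p = 0.144). The title series accounted for 6.18% of the variance (permutation test, p = 0.811). In limma, no gene differed between title series given diet at an adjusted p under 0.1, and 137 of 14290 genes had an unadjusted p under 0.05.

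The effect of diet on single genes was then tested. Of 14290 genes, 0 were called between HI and MOD in limma at an adjusted p under 0.1 and a fold change over 1.5, and so 0 were higher and 0 lower in HI. At an unadjusted p under 0.05 there were 933 genes, where 714.5 are expected by chance if p-values are uniform. In 99 random splits of the libraries the median was 331 genes, and 14 of these splits gave 933 or more. The count was moved most by edgeR's likelihood-ratio and exact tests on recovered reads with HI replicate 3 left out. Each called 37 genes, 23 higher and 14 lower in HI. In limma, leaving out HI replicate 3 gave 11 calls and leaving out HI replicate 2 gave 8. With title series as a covariate, 0 genes were called in limma and 717 had an unadjusted p under 0.05. Within the 8 HI and 8 MOD libraries of series 78, 0 were called and 630 had an unadjusted p under 0.05.

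**Figure D2:**
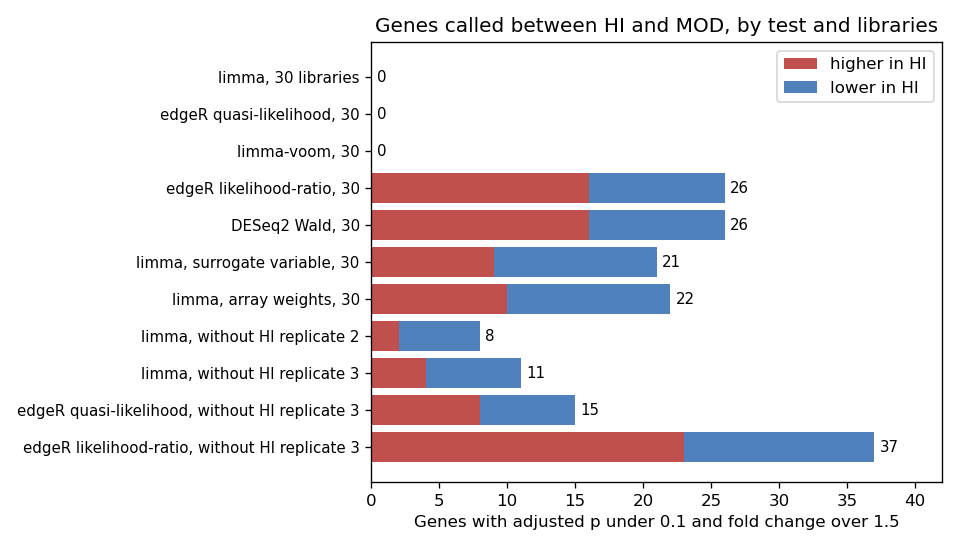
Bars give the number of genes with an adjusted p under 0.1 and a fold change over 1.5 (x axis, genes, starting at 0) for each test and set of libraries (y axis), split into genes higher and lower in HI. The 3 topmost tests called 0 genes, and the longest bar is 37 genes, from the likelihood-ratio test without HI replicate 3.

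A single gene passed the adjusted p alone. ENSBTAG00000011578, chosen after its value was seen, was at 97.4 ± 18.8 normalised CPM in HI (SD, n = 15) and 66.9 ± 13.3 in MOD (SD, n = 15). Its log2 fold change of 0.53 ± 0.10 (SE; limma, adjusted p = 0.0576) was below the minimum fold change. All 15 HI calves were above the MOD median.

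The 37 genes that the study listed as differing between diets were examined next. Of these, 36 were tested, and *MAFA* was not, because its value exceeded 1 in 14 libraries. Over all genes tested, 0 list genes were called in limma, and 34 of the 36 had an unadjusted p under 0.05. There were 23 list genes higher and 13 lower in HI. Adjusted over the list alone, 21 genes were called. That count is not independent evidence, because the study chose the list on these same calves.

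*PCSK1*, which encodes a protease that processes prohormones, was at 33.6 ± 15.6 normalised CPM in HI and 19.8 ± 9.49 in MOD (SD, n = 15 each). Its log2 fold change was 0.72 ± 0.23 (SE), which did not pass over all genes (limma, adjusted p = 0.548). It was above the MOD median in 13 of 15 HI calves. HI replicate 3 had the lowest HI value, 9.41, and without it the log2 fold change was 0.83 (limma, adjusted p = 0.108). Within series 78 the log2 fold change was 0.37 (limma, unadjusted p = 0.297), and 0.56 without HI replicate 3 (unadjusted p = 0.0818). Within that series without HI replicate 2 it was 0.27 (limma, unadjusted p = 0.449). With series as a covariate it was 0.80 (limma, unadjusted p = 0.00323).

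*SERPINA1*, a serine protease inhibitor gene, was at 20.1 ± 19.7 normalised CPM in HI and 9.39 ± 2.77 in MOD (SD, n = 15 each). Its log2 fold change was 0.74 ± 0.25 (SE; limma, adjusted p = 0.548), and 12 of 15 HI calves were above the MOD median. The highest value, 86.4, was in HI replicate 2. Without that calf the HI mean was 15.4 ± 7.43 (SD, n = 14) and the log2 fold change was 0.57. *CARTPT*, which encodes a neuropeptide precursor, was at 7.34 ± 8.18 in HI and 2.16 ± 2.00 in MOD (SD, n = 15 each). Its log2 fold change was 1.08 ± 0.34 (SE; limma, adjusted p = 0.508), with 12 of 15 HI calves above the MOD median. Its values rested on 8 to 596 reads per library. Within series 78 the log2 fold changes were 0.70 for *SERPINA1* and 1.47 for *CARTPT* (limma, unadjusted p of 0.0957 and 0.0104). Without HI replicate 2, which is in that series, they were 0.34 and 1.73 (limma, unadjusted p of 0.181 and 0.00249). Without HI replicate 3, also in that series, they were 0.66 and 1.25 (limma, unadjusted p of 0.122 and 0.0196).

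**Figure D3:**
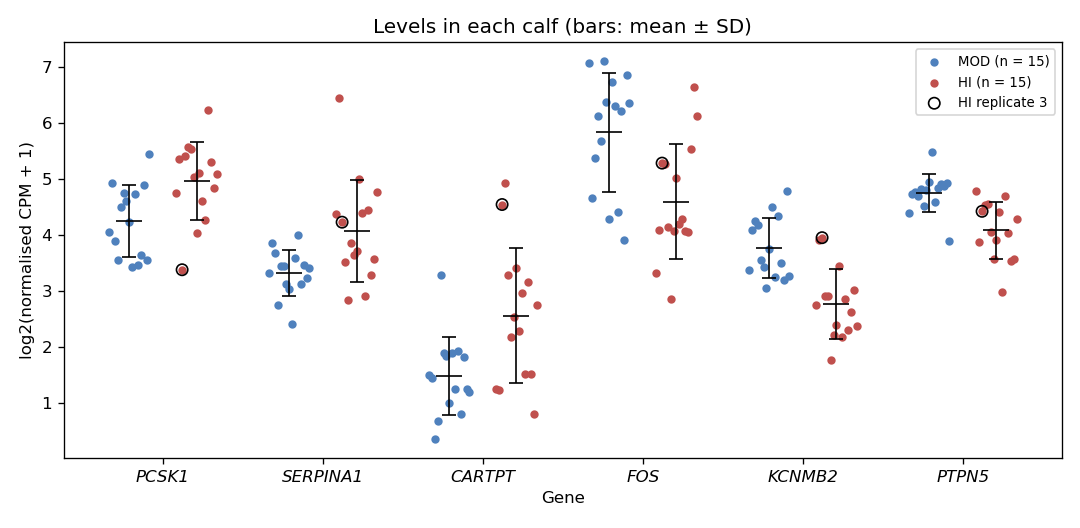
Points are calves, with log2(normalised CPM + 1) on the y axis for 6 genes on the x axis, MOD in blue and HI in red (n = 15 each), and bars give the mean ± SD. HI replicate 3 is ringed, and the topmost *SERPINA1* point is HI replicate 2, at 86.4 normalised CPM.

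Among the other genes that the study discusses, *HIF3A* and *KCNMB2* came closest to a call. *HIF3A* was at 27.3 ± 10.0 normalised CPM in HI and 52.1 ± 19.1 in MOD (SD, n = 15 each), a log2 fold change of -0.90 ± 0.19 (SE; limma, adjusted p = 0.130). *KCNMB2* was at 6.51 ± 3.65 in HI and 13.6 ± 5.82 in MOD (SD, n = 15 each), a log2 fold change of -0.99 ± 0.21 (SE; limma, adjusted p = 0.130). *PTPN5* was at 16.9 ± 5.86 in HI and 26.5 ± 6.35 in MOD (SD, n = 15 each). It was below the MOD median in all 15 HI calves, with a log2 fold change of -0.66 ± 0.15 (SE; limma, adjusted p = 0.174). Without HI replicate 3, all 3 genes passed the threshold in limma, with adjusted p of 0.0525 for *HIF3A*, 0.0369 for *KCNMB2* and 0.0712 for *PTPN5*. *FOS* was at 30.1 ± 25.2 in HI and 69.5 ± 41.2 in MOD (SD, n = 15 each), and 14 of 15 HI calves were below the MOD median. Its log2 fold change was -1.24 ± 0.36 (SE; limma, adjusted p = 0.381). *ADCYAP1R1*, *RGS4* and *VIPR2* were higher in HI, with log2 fold changes of 0.50 ± 0.21, 0.62 ± 0.22 and 0.60 ± 0.19 (SE) and adjusted p of 0.670, 0.572 and 0.492 in limma. They were above the MOD median in 12, 12 and 13 of 15 HI calves. *ADCYAP1R1* had as few as 3 reads in a library.

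Whether *PCSK1*, *SERPINA1* and *CARTPT* varied together across calves was tested for the 3 pairs on residuals from the group means (30 libraries). *PCSK1* with *SERPINA1* gave a Pearson r of 0.178 (permutation p = 0.373) and a Spearman rho of 0.183 (permutation p = 0.334). Leaving out the 2 calves farthest from the *PCSK1* median gave an r of 0.198 (permutation p = 0.265). *PCSK1* with *CARTPT* gave an r of -0.0154 (permutation p = 0.940) and a rho of 0.0425 (permutation p = 0.825). The r without the 2 farthest calves was 0.157. *SERPINA1* with *CARTPT* gave an r of -0.110 (permutation p = 0.635) and a rho of 0.000667 (permutation p = 0.998). The r without the 2 farthest calves was 0.131. Adjusted over the 3 pairs, each p for r was 0.940. Within HI the values of r were 0.110, -0.144 and -0.166 in the order given, and within MOD they were 0.377, 0.225 and 0.105. With title series as a covariate they were 0.163, -0.0360 and -0.0808. None of the 3 pairs showed a relation larger than chance.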

Values the study reported

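The study reported an average of 71 M reads per sample from mRNA sequencing and a mean mapping rate of 87%. RNA integrity numbers were given as 8 or higher for all samples. The study tested 12,310 genes and gave 37 as different between the diets. For *PCSK1*, the study listed a log fold change of 0.830524 with an FDR of 0.031957. The values listed were 1.111508 and 0.024524 for *SERPINA1*, and 1.537872 and 0.050582 for *CARTPT*. The log fold changes listed for *NKX2-2*, *WNT11* and *PCP4* were −0.68884, −0.78139 and 0.673546.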

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

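The count of 0 genes called, with 933 genes at an unadjusted p under 0.05, stayed at 0 under 37 of 57 alternatives. These included median-ratio and upper-quartile scaling, edgeR's filter, no filter, both other pseudocounts, limma-voom, robust priors, the title series as a covariate or series 78 alone, and the quasi-likelihood test with or without robust dispersions. For these counts and the named genes, the other pseudocounts, the weights, the robust priors, the quasi-likelihood test without robust dispersions, the count tests with HI replicate 3 left out, and the fits of series 78 alone with or without a calf were chosen after seeing the data.

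Most of the calls came with other count tests, with weights or a surrogate variable, and with HI replicate 3 or HI replicate 2 left out. On all 30 libraries, the likelihood-ratio, exact and DESeq2 Wald tests each called 26 genes, 16 higher and 10 lower in HI, of which 21 were on the study list. The likelihood-ratio and exact tests called the same 26 genes. In the self-test, 19 of 207 likelihood-ratio calls and 11 of 196 quasi-likelihood calls were wrong. Its genes were drawn independently and no library was set apart, so it cannot say why the counts differ here. The cause of the difference was not tested further.

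Array weights in limma gave 22 calls (10 higher, 12 lower, 17 on the list), and sample quality weights in limma-voom gave 30 (17 higher, 13 lower, 21 on the list). The first surrogate variable as a covariate gave 21 (9 higher, 12 lower, 18 on the list). The cause was not tested.

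In limma, the 30 fits that each left out a library gave from 0 to 11 calls, from 0 to 4 of them higher and from 0 to 7 lower in HI, and from 0 to 10 on the study list. The highest count, 11, came without HI replicate 3, and 8 came without HI replicate 2, with 7 genes shared. The other 28 fits gave at most 2. Without HI replicate 3, the quasi-likelihood test called 15 genes (8 higher, 7 lower, 15 on the list). The likelihood-ratio and exact tests then each called 37 (23 higher, 14 lower, 34 on the list), and 21 of the 26 likelihood-ratio calls from all libraries were among them.

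Series 78 alone gave 0 calls, also without HI replicate 2, and 1 call without HI replicate 3, lower in HI and not on the study list. Scaling by library totals gave 2 calls, both lower in HI and both on the study list, and the cause was not tested. With no minimum fold change the count was 1, higher in HI, since that gene failed on fold change alone. An adjusted p under 0.05 and a test against a minimum fold change of 1.5 gave 0 calls.

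Adjusted over the list alone, the count of 21 study genes stayed between 15 and 31 under most alternatives, and between 19 and 25 with a library left out. It was 35 with no minimum fold change, and 35 in each of the quasi-likelihood, likelihood-ratio and exact tests with HI replicate 3 left out. It was 0 in the test against a minimum fold change, which asks that the change exceed 1.5-fold beyond its error.

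Random splits of the libraries into groups of the same sizes show how often such counts arise without diet. The counts of splits given here include the real one. For the 0 calls of limma on 30 libraries the comparison decides nothing, since all 100 splits must give at least 0. Of the 99 other splits, 3 gave any call, and at most 3 genes. At an unadjusted p under 0.05, 15 of 100 splits gave at least 933 genes. The median of the 99 other splits was 331 genes and the highest count 3404. For the likelihood-ratio test on 30 libraries, 2 of 100 splits gave 26 or more genes. With HI replicate 3 left out, 4 of 100 splits gave 11 or more genes in limma, and up to 148. For the likelihood-ratio test on those 29 libraries, 5 of 100 splits gave 37 or more genes, and up to 277. For the study list adjusted over the list alone, 1 of 100 splits, the real one, gave 21 genes. The list was picked for this very split.

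The share of variance between groups kept its side of the threshold in every alternative run, from 3.38% to 4.87% with a library left out, with p from 0.143 to 0.418. The largest p over all its alternatives was 0.432, with title series as a covariate. The correlation of *PCSK1* with *SERPINA1* stayed positive, with r from 0.110 to 0.377 and a smallest p of 0.0939, under scaling by totals. That of *PCSK1* with *CARTPT* changed sign to 0.00313 under scaling by totals, 0.00212 with pseudocount 0.5, 0.157 without the 2 farthest calves and 0.225 within MOD. It ranged from -0.0880 to 0.205 with a library left out, and the highest was without HI replicate 3. That of *SERPINA1* with *CARTPT* changed sign to 0.131 without the 2 farthest calves and 0.105 within MOD, and ranged from -0.189 to 0.0881 with a library left out. The smallest p of these pairs was 0.281 and 0.416, so the signs carry no weight, and the cause was not tested.

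The 10 named genes kept their direction in all 540 recomputed values. Past the threshold came 63 of these, 6 of them in limma fits with a library left out. Adjusted p ranged over the alternatives from 0.0347 to 0.848 for *PCSK1*, from 0.0370 to 0.846 for *SERPINA1* and from 0.0327 to 0.738 for *CARTPT*. The log2 fold change of *CARTPT* ran from 0.71 with array weights to 1.79 in the DESeq2 Wald test, and the cause was not tested.

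The alternatives intended for the hormone gene list and the gene sets, and those for *PCSK1* with *CGA*, were not run.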

Other observations

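The tests below on depth, on scaling, on dominant genes, on the main axis of the other libraries, on residual variance and on ENSBTAG00000007897 as a covariate were chosen only after the results were seen.

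HI replicate 3 lay apart from the other 29 libraries. Depth did not account for it, since after thinning every library to 14.7 M reads it had a read for 16452 genes, against 17974 to 18458 in the others. The deposited factors did not account for it either. Scaled by library totals in their place, HI replicate 3 held 48.8% of the squared deviation of all libraries from their mean, against 0.989% to 3.56% in the others. Nor did a few dominant genes account for it. With the 100 most abundant genes set aside and the other reads thinned to 9.96 M per library, it had a read for 16665 genes, against 17996 to 18361 in the others. Across genes, which are not independent replicates, its deviation correlated at an absolute r of 0.705 with the first principal component of the other 29 libraries, a squared correlation of 49.7%. The same value ranged from 0.013 to 0.672 in the others, with a median of 0.449. A candidate explanation for that part of the deviation is that HI replicate 3 is an extreme on an axis along which all the calves differ, such as the part of the gland sampled or the handling of the tissue. The study describes care in spreading zones of each gland evenly over the portions analysed. The RNA integrity quoted above was given for this library too. The rest of the deviation lies off that axis and is left open. Which of these it is, or whether the sample was mixed or mislabelled, was not tested, and no biological explanation was tested.

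The number of genes called rose when HI replicate 3 was left out. Leaving it out lowered the median residual variance of all genes by 52.7%, while leaving out any other library raised it by at most 2.40% or lowered it by at most 0.458%. The added calls are consistent with the spread that this library brings to the HI group. That spread is not needed for all of them. Without HI replicate 2, where the median residual variance did not fall by more than 0.458%, limma made 8 calls, and 7 of these were among the 11 made without HI replicate 3. A median over all genes does not show how the spread of those 7 genes changed, and what raised the count for them was not tested. Of 100 splits of the remaining 29 libraries, 4 gave as many calls in limma, the real split among them.

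Without HI replicate 3, the likelihood-ratio log2 fold changes were 0.83 for *PCSK1*, 1.11 for *SERPINA1* and 1.54 for *CARTPT*. With all 30 libraries they were 0.76, 1.10 and 1.77. Besides *CARTPT*, the list genes that moved most between these fits were *NKX2-2*, *WNT11* and *PCP4*. They were at -0.69, -0.78 and 0.67 without that library, and at -0.31, -0.50 and 0.86 with it. For all 6 genes the values without HI replicate 3 equal those quoted from the study above once both are rounded alike, and the values with all libraries do not. The fit without HI replicate 3 also called 37 genes, of which 34 were on the study list. The quoted values are thus matched by a fit of 29 libraries and not by the same fit of 30. Rounded alike, the values without HI replicate 3 matched those listed for all 35 list genes tested in that fit. With all libraries many did not, such as *BMPER* at -0.67, against -0.83 without HI replicate 3. Some did in both fits, such as *HIF3A* at -0.93. This argues against a fit of all libraries as the source of the listed fold changes. The study's text mentions no library left out. Likelihood-ratio fits without another library were not run, and why a library would be missing was not tested.

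Genes called here numbered 0, with 933 at an unadjusted p under 0.05. That is lower than the number quoted from the study above. The adjusted p-values here were 0.548 for *PCSK1*, 0.548 for *SERPINA1* and 0.508 for *CARTPT*. They are higher than the values quoted from the study above. The likelihood-ratio fit without HI replicate 3 gave 0.0440, 0.0370 and 0.0671, which are also higher but nearer to the quoted values. The log2 fold changes in limma were 0.72 for *PCSK1*, 0.74 for *SERPINA1*, 1.08 for *CARTPT*, -0.58 for *NKX2-2* and -0.50 for *WNT11*. These are smaller in size than the values quoted from the study above. That of *PCP4*, 0.73, is larger. The log2(value + 1) scale used in limma understates the change of genes with low values, but it does not account for all of this gap. With pseudocount 0.1 the limma values were 0.75 for *PCSK1*, 0.79 for *SERPINA1* and 1.41 for *CARTPT*. Leaving out HI replicate 3 on the log2(value + 1) scale gave 0.83, 0.73 and 0.94 for these 3 genes. For *NKX2-2* and *WNT11* it gave -0.75 and -0.62. The mean total here was 21.5 M reads assigned to genes. That is lower than the number of reads generated as quoted from the study above, which is a different measure.

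Some of the list genes that were higher in HI owed much of their mean difference to 1 calf. HI replicate 2 had the highest value of all 30 libraries in 7 of the 23 such genes, and the next library in 4. HI replicate 2 had the highest value in 3.04% of all genes tested. That share is not a fair reference, since the 23 genes were chosen as higher in HI. *ANGPTL7* was at 51.5 normalised CPM in that calf, and its next highest value was 5.94. The log2 ratio of the HI to the MOD mean was 1.74 for *ANGPTL7*, the log2 ratio of medians was 0.42, and without HI replicate 2 the log2 ratio of means was 0.65. For *SERPINA1* these were 1.10, 0.49 and 0.71. On the log scale the direction of the set did not rest on that calf. Without it, 22 of the 23 genes had an unadjusted p under 0.05 in limma, against 21 with all libraries and 20 to 23 without another HI calf.

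HI replicate 2 was also highest for ENSBTAG00000007897, the most variable abundant gene, chosen after its values were seen. It ranged from 1213 to 52819 normalised CPM and was not called between diets (log2 fold change 0.43 ± 0.39 SE, limma adjusted p = 0.844). Its mean was 9686 ± 13163 in HI and 4579 ± 1917 in MOD (SD, n = 15 each). The likelihood-ratio test gave a log2 fold change of 1.09 (adjusted p = 0.365). A difference between diets is thus not excluded for this gene. *SERPINA1* followed it across calves on residuals from the group means, with a Pearson r of 0.819 (permutation p of 1e-05, the smallest 100000 permutations can give) and a Spearman rho of 0.708 (permutation p = 8e-05). The adjusted p over the 36 list genes was 0.00036 for r and 0.00288 for rho. Without the 2 calves farthest from the median of that gene, r was 0.658. Within HI r was 0.926 and within MOD 0.289, and whether the groups differed in r was not tested. Of 14288 other genes, 2 had an r at least as high. *ANGPTL7* (r = 0.772), *VIPR2* (r = 0.673) and *NPTX1* (r = -0.565) also had an adjusted p for r under 0.05, and the other 32 list genes did not. The adjusted p for rho was 0.00306 for *ANGPTL7*, 0.0136 for *NPTX1* and 0.0648 for *VIPR2*. Without the 2 calves farthest from the median of ENSBTAG00000007897, r was 0.602, -0.563 and 0.410 in that order. For *VIPR2* the r was 0.796 within HI and -0.00491 within MOD.

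A hypothesis is that a tissue part or cell population rich in ENSBTAG00000007897 was sampled unevenly, and that this may have raised some list genes in HI. The study describes care in sampling the zones of the gland evenly, and how even the samples were was not measured here. With the level of ENSBTAG00000007897 as a covariate, 22 of the 23 list genes higher in HI had an unadjusted p under 0.05 in limma. Only 4 of the 36 list genes followed that gene at an adjusted permutation p for r under 0.05. The count could therefore hardly fall, and it does not test the hypothesis for the genes that did follow. For *SERPINA1*, the log2 fold change went from 0.74 to 0.52 ± 0.15 (SE; limma, unadjusted p = 0.00162), and for *ANGPTL7* from 0.67 to 0.43 ± 0.19 (SE; limma, unadjusted p = 0.0319). A part in the size of those differences stays open, as does an effect of diet on how that gene and *SERPINA1* vary together.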
